A study of Mus musculus with 12 samples. Its data were reported in "PROSER1 modulates DNA demethylation through dual mechanisms to prevent syndromic developmental malformations" (2024).

How the data were processed

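RNA was sequenced from mouse embryonic stem cells (mESC) of 3 genotypes at 2 stages, with 2 libraries in each of the 6 groups and 12 libraries in all. WT, PROSER1 KO and KO+Rescue cells were sampled in the stem cell state and after 48 hours in N2B27, a serum-free medium in which mESC leave pluripotency towards neuroectoderm. The paper lists inhibitors of the kinases MEK and GSK3 in its mESC medium but not in N2B27, so the stage contrasts also span this change. The KO line grew from a single CRISPR-edited cell whose guide targeted exon 1, and KO+Rescue is that line carrying an inserted FLAG-tagged Proser1 coding sequence, again grown from a single cell, so a difference between KO+Rescue and KO may come from the clone as well as from Proser1. The labels call the libraries of a group biological replicates without saying how the cultures were separated.

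The deposited table held normalised read counts per gene, a signal that the authors made by trimming with Trimmomatic, aligning with STAR to mm10, counting read pairs with featureCounts and scaling with the size factors of DESeq2. The versions of these tools were not given. Within each library every value was a whole multiple of the smallest value above 0, with a tolerance of 0.001, so the whole counts and the library totals were recovered. Read pairs are called reads below. The totals ran from 38634668 to 66450803 assigned reads, a ratio of 1.72 between the deepest and the shallowest library. The table held 35976 genes, of which 10334 were at 0 in every library. All per-sample columns were used and none was left out. The column names give the stage and WT, but name the other 8 columns by the code of a line or by that code with the letter R, which were read as KO and KO+Rescue, an inference that no label states. Columns carry the replicate letters A and B, which are used below to name libraries.

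Genes with a mean normalised count of at least 10 over all libraries were tested, which left 15341. Values were transformed as the log2 of the normalised count plus 1. A linear model with 6 group means was fitted to all 12 libraries with limma (limma 3.58.1 in R 4.3.3) with an intensity trend in the prior variance, which left 6 residual and 6.92 prior degrees of freedom. The 10 contrasts were KO against WT, KO+Rescue against KO and KO+Rescue against WT at each stage, day 2 against mESC in each genotype, and the interaction of KO and stage. Tests were two-sided, p-values were adjusted by the method of Benjamini and Hochberg over all tested genes within a contrast, and genes with an adjusted p under 0.05 were called. Errors given with log2 fold changes are standard errors (SE) of the model, and folds are the antilog of the fitted change. Apart from those of the chromosome permutation test, the p-values measure only the spread between these samples, with n = 2 libraries per group. Counting intervals and the floor of 3 counts for a library at 0 cover counting error only.

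The contrasts, the filter, the test, 28 gene lists and the rule for naming genes were fixed before the data were examined. The rule named, for each contrast, Proser1, the 10 genes with the largest change in each direction among called genes whose higher group had a mean of at least 50 and whose 2 groups did not overlap, and up to 4 members per list with the smallest adjusted p, or the member with the highest mean where none passed. The gene targets named by the study were always given at day 2. Genes outside this rule are said to be so where they appear. Each list was tested with camera at a preset correlation between genes of 0.01, beside camera with an estimated correlation and fry, which asks only whether the members move on balance in one direction. List p-values were adjusted over the 28 lists within a contrast, and members were also counted with p-values adjusted over the list alone. The list of targets named by the study was drawn from these same libraries.

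Chromosome medians of the KO against WT change were compared with those of 10000 random gene lists of the same size matched on expression in 20 bins, a two-sided permutation test whose smallest possible p is 1e-04. Its p-values measure the spread over genes taken as independent, not the spread between cultures. Positions came from the RefSeq annotation of GRCm38 and were found for 98.2% of tested genes. Transcript length and GC content came from the longest GENCODE transcript of each gene (release vM39, built on a later assembly) and were found for 95.5%. Change points along chromosomes 11 and 16 were placed where a single step lowered the absolute deviation most. Return towards WT was counted over the genes called in KO against WT: those whose KO+Rescue against KO change was called with the opposite sign, those still called in KO+Rescue against WT in the KO direction, and the median percent of the KO change taken back. Because both changes share the KO or WT libraries, the same values were computed in 50 simulated repeats in which KO+Rescue equalled KO. Principal components were computed on z-scores of the 2500 genes with the highest variance.

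The alternatives were other pseudocounts (0.5 and 8), no filter or a mean of at least 50, equal library totals, upper-quartile scaling, a fit to only the groups compared, robust variance moderation, the replicate letter as a block, edgeR 4.0.16 quasi-likelihood tests and DESeq2 1.42.0 on the recovered reads, a minimum absolute log2 fold change of 1, and each library left out in turn. Removal of trends on GC content and length, the change points, a fit without WT mESC replicate A and KO+Rescue mESC replicate B, and a count without the genes of Y, chromosome 11 and the distal part of chromosome 16 were chosen after seeing the data. Leaving out a library leaves its group with a single one, whose spread is then taken from the other groups. Equal totals shifted the median log2 change of all genes by -0.209 (mESC) and -0.106 (day 2) for KO against WT, by -0.116 for KO+Rescue against KO in mESC, and by -0.323 and -0.197 for KO+Rescue against WT. They also shifted it by 0.235 in WT, 0.337 in KO and 0.365 in KO+Rescue for the stage contrasts and by 0.101 for the interaction. Upper-quartile scaling shifted the stage contrasts by 0.241, 0.22 and 0.123 and the KO+Rescue contrasts at day 2 by -0.139 against KO and -0.175 against WT.

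The steps were tested on simulated data with the recovered depths. Among 50 changed genes at each size, limma recovered 14% at 1.5-fold, 88% at 2-fold, 98% at 4-fold and 100% at 8-fold, with 6 unchanged genes called, 3.85% of all calls. DESeq2 recovered 32% at 1.5-fold and 92% at 2-fold, with 18 unchanged genes called. The raised list was called and 0 of 27 random lists were, by camera with either correlation and by fry. Genes simulated with 50% of their change taken back gave a median of 49.6%, and genes with nothing taken back gave -1.11%. With no simulated change, 0 genes were called in 9 contrasts and 1 in KO+Rescue against KO in mESC. Both shifted chromosomes were called, with 1 unshifted chromosome also called. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 handled the chromosome tests, and matplotlib 3.10.9 drew the plots.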

Results

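Gene expression was measured by RNA sequencing in WT, PROSER1 KO and KO+Rescue cells, as mESC and after 2 days in N2B27, to ask how loss of PROSER1 alters expression during the exit from pluripotency and whether its re-expression restores it. PROSER1 is a binding partner of the TET enzymes, which oxidise methylated cytosine. Each of the 6 groups held 2 libraries. In mESC, replicates A and B held 39731263 and 52657405 reads in WT, 49732236 and 44967373 in KO, and 55343981 and 38634668 in KO+Rescue. At day 2 they held 66450803 and 62446012 reads in WT, 62579041 and 61111817 in KO, and 40899896 and 53056318 in KO+Rescue.

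Proser1 RNA was present in the KO cells and was raised by the rescue construct. Proser1 (chromosome 3, 53463795 to 53481755 in GRCm38) had a normalised count of 720 ± 239 in WT and 539 ± 52.4 in KO mESC (SD, n = 2 each), and 757 ± 101 and 970 ± 138 at day 2. The log2 difference between KO and WT was -0.38 ± 0.20 (SE) in mESC and 0.36 ± 0.20 at day 2, and neither passed the test (adjusted p = 0.215 and 0.368, limma). In mESC the difference was -0.72 without WT replicate B, where it passed (adjusted p = 0.0172), and -0.03 without WT replicate A. KO+Rescue cells held 2960 ± 185 in mESC and 3020 ± 33.6 at day 2. Proser1 rose 5.49-fold over KO in mESC (log2 2.46 ± 0.20, adjusted p = 0.000222) and 3.13-fold at day 2 (1.64 ± 0.20, adjusted p = 0.00122). It lay above WT by 4.22-fold and 4.0-fold at the 2 stages (adjusted p = 9e-05 and 5.04e-05). The RNA level does not report on protein, since the edit lies in exon 1 and need not remove the transcript.

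**Figure D1:**
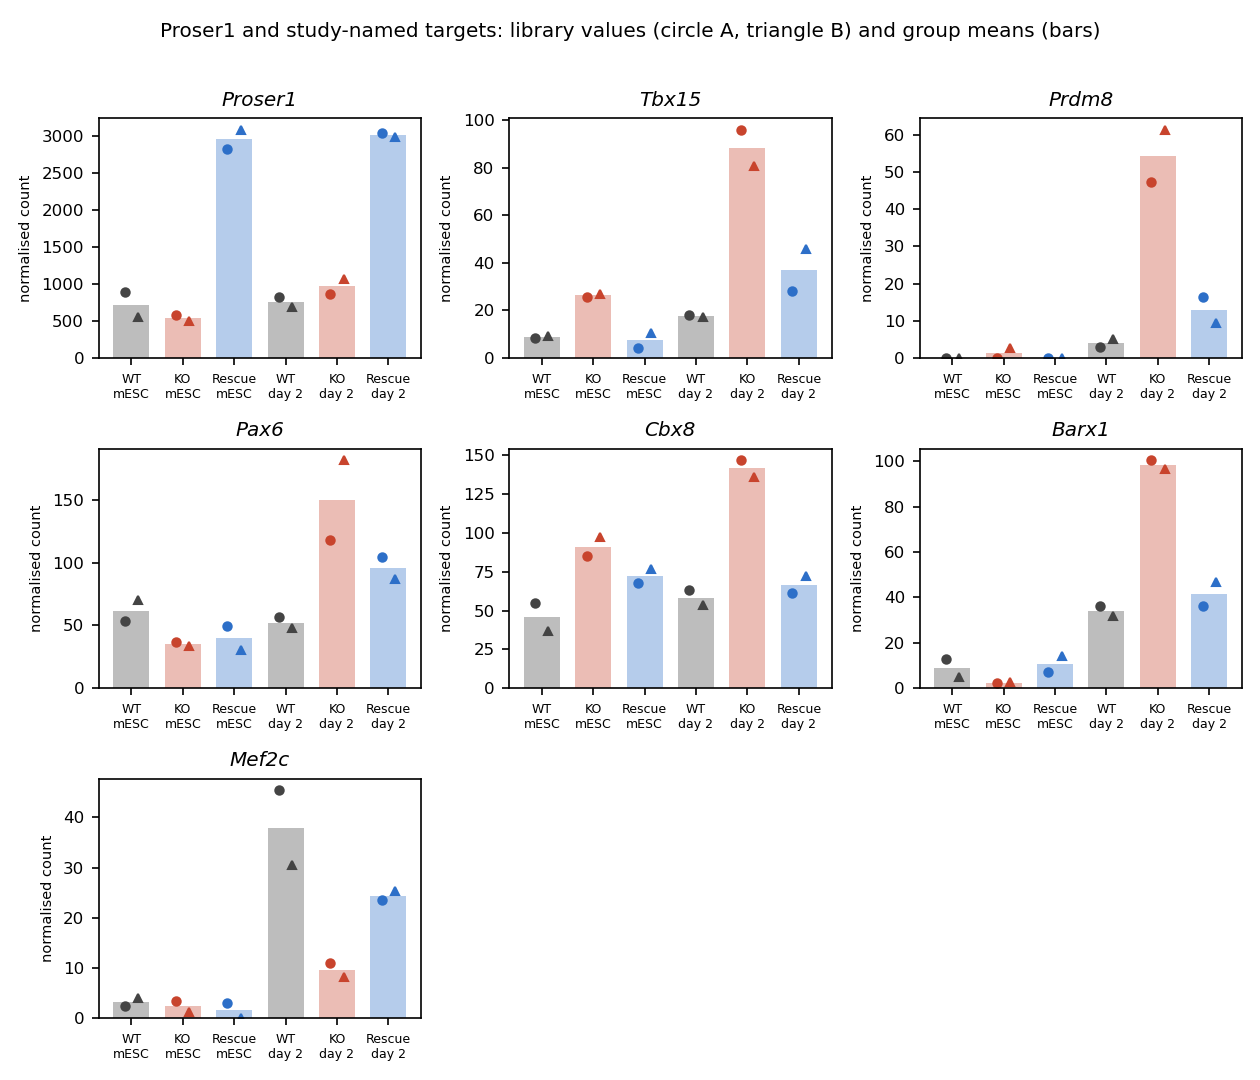
Normalised counts (vertical axes, linear from 0) of Proser1 and of 6 genes the study named as targets in each library, with circles for replicate A, triangles for replicate B and bars for group means. Proser1 averaged 2960 and 3020 in KO+Rescue cells against 539 and 970 in KO cells, and Tbx15 averaged 88.4 in KO and 17.8 in WT at day 2.

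The first principal component held 81.4% of the variance and separated mESC from day 2 cells. The second held 6.03% and set the WT libraries, between -17.84 and -14.53, apart from all KO and KO+Rescue libraries, which lay between 5.03 and 11.67. The third held 2.81% and separated KO (5.8 to 14.55) from KO+Rescue (-14.17 to -4.61), with WT between them. KO and KO+Rescue cells lay on the same side of WT along the second component at both stages.

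**Figure D2:**
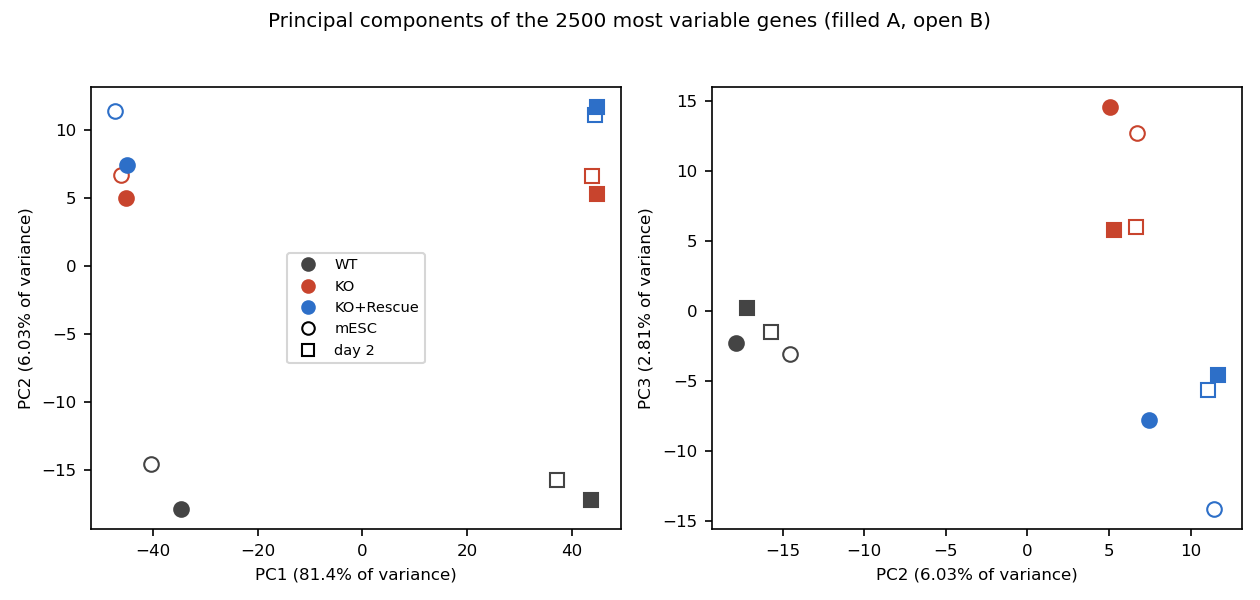
Scores of the 12 libraries on the first 3 principal components of the 2500 most variable genes (arbitrary units, colour for genotype and shape for stage). Component 1 (81.4%) parts the stages, component 2 (6.03%) parts WT from KO and KO+Rescue, and component 3 (2.81%) parts KO from KO+Rescue.

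Single imprinted, germline and signalling genes differed strongly between KO and WT mESC, although camera did not call the imprinted list (adjusted p = 0.739). Rian and Meg3, maternally expressed non-coding RNAs of an imprinted cluster on chromosome 12, rose from normalised counts of 53 ± 17.3 and 6.36 ± 3.96 in WT to 3130 ± 45.5 and 209 ± 7.3 in KO (SD, n = 2). These rises were 59.5-fold (log2 5.90 ± 0.21, SE, adjusted p = 1.99e-09) and 30.8-fold (4.95 ± 0.37, adjusted p = 9.49e-06). Grb10, an imprinted adaptor that restrains growth factor signalling, fell from 3330 ± 660 to 579 ± 50.6 (log2 -2.51 ± 0.16, adjusted p = 1.65e-06). Xlr3a and Xlr3b, X-linked genes active in the germline, were 8.90-fold and 6.19-fold lower in KO. The cyclin Ccnd2 was 6.44-fold lower (log2 -2.69 ± 0.21, adjusted p = 1.58e-05). Lefty2, an inhibitor of Nodal signalling, fell from 8240 ± 28.7 to 3430 ± 123. The mesoderm factor T fell from 617 ± 68.2 to 198 ± 38.1 (log2 -1.64 ± 0.26, adjusted p = 0.00225). In the fibroblast and feeder marker list 2 of 11 genes rose and 1 fell, as many as adjusted over the list alone (camera adjusted p = 0.477). The actin gene Acta2 and the actin-binding gene Tagln rose 9.13-fold and 3.88-fold, while the surface glycoprotein gene Thy1 fell 2.95-fold.

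Several targets of ERK signalling were lower in KO mESC. Of 18 tested members 7 fell and 0 rose (10 fell adjusted over the list alone), with a median log2 change of -0.80 (camera adjusted p = 4.31e-08, or adjusted p = 0.517 with an estimated correlation). Among them the immediate early gene Egr1 fell 10.5-fold (log2 -3.39 ± 0.34, adjusted p = 0.000109). Ccnd1, which drives entry into S phase, fell 2.65-fold, Myc fell 2.33-fold, and the ERK inhibitors Spry4 and Dusp6 fell 2.53-fold and 1.85-fold. The mESC medium held a MEK inhibitor, and whether inhibitor exposure or culture state contributed to these differences was not tested. Of 33 genes of the germline list, which DNA methylation silences in somatic cells, 14 fell and 0 rose (16 fell adjusted over the list alone; median -0.63, camera adjusted p = 2.96e-08, or adjusted p = 0.517 with an estimated correlation). They included Piwil2, which guards the germline against transposons, at 2.43-fold lower, and Stra8, a gatekeeper of meiosis, at 3.40-fold lower. In the integrated stress response list 6 of 20 genes fell (7 adjusted over the list alone; adjusted p = 0.0121, or adjusted p = 0.517 with an estimated correlation), with the glutathione-degrading enzyme Chac1 2.78-fold lower. In the interferon list 4 of 27 fell (5 adjusted over the list alone; adjusted p = 0.043, or adjusted p = 0.607 with an estimated correlation), with the antiviral gene Oasl2 at 6.85 in KO against 40.4 in WT. The ribosomal protein list had a median log2 change of 0.51 (camera adjusted p = 6.19e-05, or adjusted p = 0.607 with an estimated correlation), although limma called 0 of its 20 members, also when adjusted over the list alone. Its most abundant member Rps3 had a log2 change of 0.72 ± 0.31 (adjusted p = 0.146; 0.0397 by DESeq2). Ribosomal protein genes took 12.3% and 15.3% of reads in WT mESC replicates A and B, 16.8% and 19% in KO, and 17.7% and 22.6% in KO+Rescue.

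In total 1455 genes changed in KO mESC, 495 higher and 960 lower (1434 by edgeR, 2057 by DESeq2). With equal library totals 236 were higher and 1374 lower. DESeq2 gave 783 higher and 1274 lower on all libraries but 702 and 581 on only these groups, so the balance of directions depends on the scaling and, for DESeq2, on the libraries in the fit. The count depended on single libraries: it was 461 without WT replicate A, 3225 without WT replicate B, 642 without KO replicate A and 392 without KO replicate B. Of the lists, 5 of 28 were called by camera and 0 with an estimated correlation, where 1 had an unadjusted p under 0.05 (10 by fry). With only the KO and WT mESC libraries in the fit, 181 genes were called and Oasl2 was not (adjusted p = 0.0523).

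At day 2 many interferon-induced genes were lower in KO cells. Of 27 tested interferon and antiviral genes 10 fell and 0 rose (14 fell adjusted over the list alone), with a median log2 change of -0.59 (camera adjusted p = 8.96e-13, or adjusted p = 0.0578 with an estimated correlation). The guanylate-binding protein genes Gbp2 and Gbp2b, which act in defence inside cells, fell from normalised counts of 1800 ± 271 and 1180 ± 69 in WT to 62.7 ± 18.9 and 45.4 ± 6.72 in KO (SD, n = 2). They were 28.8-fold (log2 -4.85 ± 0.48, adjusted p = 6.51e-05) and 25.5-fold (-4.67 ± 0.40, adjusted p = 1.7e-05) lower. Gbp3 and Gbp4, outside the list like Gbp2b, fell 28.5-fold and 19.3-fold, the nucleic acid sensor Zbp1 27.9-fold, the immunoproteasome gene Psmb8 15.4-fold and the antiviral gene Oasl2 14.1-fold. The transcription factor Irf1, which switches on interferon-response genes, fell from 2470 ± 344 to 747 ± 30.4 (log2 -1.72 ± 0.13, adjusted p = 8.58e-06).

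Several naive pluripotency and germline genes were lower in KO cells at day 2, while 3 naive genes and several mesendoderm genes were higher. Of 21 naive pluripotency genes 6 fell and 3 rose (10 and 3 adjusted over the list alone; median -0.38, camera adjusted p = 0.000124, or adjusted p = 0.0723 with an estimated correlation). Those that fell included the naive factors Esrrb (2.90-fold lower) and Nr5a2 (3.87-fold lower) and the adhesion molecule Pecam1 (3.43-fold lower). Nanog, which lies outside the naming rule for this contrast, rose from 692 ± 245 to 1660 ± 49.6 (log2 1.30 ± 0.19, adjusted p = 0.00126). Dppa3, which protects methylation marks in the early embryo, fell from 1320 ± 274 to 294 ± 45.3 (log2 -2.15 ± 0.21, adjusted p = 6.75e-05). Dnmt3l, a cofactor of de novo DNA methylation, fell 2.13-fold. Of 33 germline genes 12 fell and 0 rose, as many as adjusted over the list alone (median -0.36, camera adjusted p = 3.51e-07, or adjusted p = 0.171 with an estimated correlation). Stra8 was 8.86-fold, Tex19.1 3.28-fold and Xlr3a 11.9-fold lower. Eomes, a factor that specifies mesendoderm, rose from 91.3 ± 36.9 to 311 ± 1.25 (log2 1.82 ± 0.25, adjusted p = 0.000869). T rose from 32.5 ± 3.19 to 81.7 ± 11.9 (1.30 ± 0.26, adjusted p = 0.0108), while the Nodal inhibitors Lefty2 and Lefty1 fell 3.36-fold and 2.27-fold. In the mesendoderm list 4 of 16 rose and 2 fell (5 and 2 adjusted over the list alone; adjusted p = 0.475). The call for T was lost without WT replicate A (adjusted p = 0.0535), KO replicate A (0.123) or KO replicate B (0.0527), and with only the 2 groups in the fit (0.0625).

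Single genes of other lists changed at day 2, and camera called several of these lists at the preset correlation but none with an estimated one. Rian and Meg3 were again higher in KO, by 101-fold (log2 6.66 ± 0.21, adjusted p = 5.27e-10) and 73.6-fold (6.20 ± 0.37, adjusted p = 7.42e-07). Of 18 ERK targets 6 fell (7 adjusted over the list alone; camera adjusted p = 4.81e-06, or adjusted p = 0.267 with an estimated correlation), with the immediate early gene Fos 8.33-fold and Ccnd1 1.96-fold lower. Of 22 neuroectoderm genes 4 rose (6 rose and 1 fell adjusted over the list alone; adjusted p = 0.00434, or adjusted p = 0.392 with an estimated correlation). Of 20 formative and primed genes 4 rose (7 adjusted over the list alone; adjusted p = 0.00817, or adjusted p = 0.446 with an estimated correlation). Of 20 eye and craniofacial genes 4 rose and 1 fell (7 and 1 adjusted over the list alone; adjusted p = 0.0352, or adjusted p = 0.383 with an estimated correlation). Of 19 p53 targets 4 rose and 2 fell (7 and 2 adjusted over the list alone; adjusted p = 0.000993, or adjusted p = 0.0585 with an estimated correlation). Of 6 Hox genes 1 rose (4 adjusted over the list alone; adjusted p = 0.00058, or adjusted p = 0.0585 with an estimated correlation). In the 2-cell-like list 1 of 9 rose (4 adjusted over the list alone; adjusted p = 0.00491), and in the cholesterol synthesis list 1 of 22 fell (2 adjusted over the list alone; adjusted p = 0.000249), each with adjusted p = 0.0723 with an estimated correlation. Of 12 apoptotic and heat shock genes 1 rose and 2 fell, including the chaperone gene Hspb1 at 1.97-fold lower (1 and 3 adjusted over the list alone; adjusted p = 0.0352, or adjusted p = 0.224 with an estimated correlation). The ribosomal protein and mitochondrially encoded lists had median log2 changes of 0.27 and 0.61 (camera adjusted p = 0.00566 and 0.000274, or adjusted p = 0.548 and 0.383 with an estimated correlation), and 0 of their 20 and 11 members were called.

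The study named 9 developmental regulators as genes affected by the loss of PROSER1, so this list, chosen on these same libraries, is not independent evidence of direction. Of 8 that could be tested 4 rose and 0 fell in KO at day 2 (7 rose and 1 fell adjusted over the list alone), with a median log2 change of 1.38 (camera adjusted p = 3.65e-05, or adjusted p = 0.0578 with an estimated correlation). Tbx15, a skeletal development factor, rose from 17.8 ± 0.545 to 88.4 ± 10.8 (SD, n = 2; log2 2.25 ± 0.45, adjusted p = 0.0113), and the Polycomb gene Cbx8 from 58.3 ± 6.6 to 142 ± 7.65 (1.27 ± 0.27, adjusted p = 0.0148). The eye and brain regulator Pax6 rose from 52.1 ± 5.99 to 150 ± 45 (1.48 ± 0.32, adjusted p = 0.0168), and Prdm8 from 4.05 ± 1.45 to 54.3 ± 9.96 (3.47 ± 0.81, adjusted p = 0.0262). The change was 1.51 ± 0.49 for Barx1 (adjusted p = 0.104) and -1.85 ± 0.72 for Mef2c (0.182), both of which edgeR called (adjusted p = 0.0186 and 0.0287). Eya4, with a mean of 6.57 over all libraries, was below the filter and was not tested. At day 2 it held 2.96 ± 0.0908 in WT, 27.9 ± 9.19 in KO and 6.92 ± 1.82 in KO+Rescue (SD, n = 2). In each of the following fits, which left a group with a single library, the call was lost but the change kept its direction. Without KO replicate A the log2 change was 2.12 for Tbx15, 1.21 for Cbx8 and 3.66 for Prdm8. Without KO replicate B it was 2.37, 1.32 and 3.29 for these and 1.17 for Pax6. Without WT replicate B it was 1.16 for Cbx8, 1.37 for Pax6 and 3.77 for Prdm8. Without WT replicate A it was 3.18 for Prdm8. The call for Prdm8 was also lost with a pseudocount of 0.5 (limma adjusted p = 0.0743).

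In total 799 genes changed in KO at day 2, 241 higher and 558 lower (1043 by edgeR, 1428 by DESeq2), or 132 and 566 with equal library totals and 345 and 366 without WT replicate B. The count was 246 without KO replicate A, 249 without KO replicate B and 426 with only these 2 groups in the fit. Of the lists, 15 of 28 were called by camera and 0 with an estimated correlation, where 8 had an unadjusted p under 0.05 (10 by fry). Across genes the KO changes at the 2 stages correlated with r = 0.449 and rho = 0.418. Both stages raised 96 of the same genes and lowered 167, against 7.78 and 34.9 expected by chance, and 20 genes were called in opposite directions. The difference between the stages was itself called for 173 genes, 77 with a higher change at day 2 and 96 with a lower one (213 by edgeR, 490 by DESeq2).

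Several mesendoderm genes were lower in KO+Rescue than in KO cells at day 2. Eomes fell from 311 ± 1.25 in KO to 62.8 ± 15.7 in KO+Rescue (SD, n = 2; log2 -2.31 ± 0.25, adjusted p = 0.000628) and T fell 3.59-fold. Nodal, the ligand that induces mesendoderm, fell from 2470 ± 162 to 863 ± 10.9 (-1.51 ± 0.14, adjusted p = 0.000479). Of 16 mesendoderm genes 5 fell and 0 rose (8 fell adjusted over the list alone; median -1.41, camera adjusted p = 1.23e-06, or adjusted p = 0.0508 with an estimated correlation). Trh, which encodes thyrotropin-releasing hormone, fell from 11800 ± 553 to 2550 ± 192 (-2.22 ± 0.13, adjusted p = 6.77e-06). The activin inhibitor Fst fell 3.83-fold and the pluripotency factor Nanog 2.87-fold. Of the 8 study-named targets 1 fell and 0 rose (6 fell adjusted over the list alone, which is not independent evidence; camera adjusted p = 0.000337, or adjusted p = 0.0733 with an estimated correlation). Of 33 germline genes 5 rose and 1 fell (6 and 1 adjusted over the list alone; adjusted p = 9.11e-05, or adjusted p = 0.441 with an estimated correlation), with the germ cell helicase Ddx4 1.99-fold higher. Of 19 p53 targets 3 fell and 1 rose (6 and 1 adjusted over the list alone; adjusted p = 0.00581, or adjusted p = 0.111 with an estimated correlation). Without KO replicate A the adjusted p was 0.0824 for T.

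In mESC Enpp2, which makes the lipid signal lysophosphatidic acid, was lower in KO+Rescue than in KO by 7.12-fold (log2 -2.83 ± 0.27, SE, n = 2, adjusted p = 0.000418), the guidance receptor gene Sema6a by 5.14-fold, the Wnt ligand gene Wnt8a by 4.15-fold and the iron exporter gene Slc40a1 by 4.11-fold. The X-linked gene Klhl13, a ubiquitin ligase adaptor, fell from 18400 to 6910 (2.66-fold). Of 15 trophoblast genes 2 fell and 1 rose (5 and 1 adjusted over the list alone; median -0.54, camera adjusted p = 0.000132, or adjusted p = 0.0674 with an estimated correlation). Cholesterol synthesis genes had a median of 0.28 (camera adjusted p = 4.9e-05, or adjusted p = 0.0674 with an estimated correlation) with 0 of 22 members called by limma, also when adjusted over the list alone. In total 232 genes changed in mESC (73 higher, 159 lower; 23 and 142 with equal library totals; 159 by edgeR, 386 by DESeq2) and 281 at day 2 (77 higher, 204 lower; 355 by edgeR, 742 by DESeq2). In mESC the count was 22 without KO replicate A and 44 without KO replicate B or without KO+Rescue replicate B. With only these 2 groups in the fit 1 gene was called, while Enpp2, Sema6a, Wnt8a and Slc40a1 had an adjusted p of 0.104 and Klhl13 of 0.0881. At day 2 the count was 32 without KO replicate A, 43 without KO replicate B, 53 without KO+Rescue replicate A, 61 without KO+Rescue replicate B and 2348 with only these 2 groups (1187 higher, 1161 lower). Upper-quartile scaling gave 53 higher and 655 lower at day 2.

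Most of the difference between KO and WT was still present in KO+Rescue cells. At day 2 Gbp2 stood at 58.9 in KO+Rescue, 62.7 in KO and 1800 in WT, Irf1 at 519, 747 and 2470, Dppa3 at 332, 294 and 1320, and Xlr3a at 53.5, 76.5 and 938 (means, n = 2). Against WT these were lower in KO+Rescue by 30.3-fold, 4.74-fold, 3.92-fold and 16.9-fold (adjusted p = 4.47e-05, 5.24e-07, 0.000121 and 2.22e-05). The interferon list held 18 lower and 0 higher of 27 genes (19 lower adjusted over the list alone; camera adjusted p = 5.73e-15, or adjusted p = 0.0784 with an estimated correlation). Rian stayed 25.0-fold above WT in mESC and 38.4-fold at day 2, and Grb10 was 11.8-fold below WT in mESC. In mESC 12 of 20 ribosomal protein genes were higher in KO+Rescue than in WT (12 adjusted over the list alone; camera adjusted p = 1.98e-06, or adjusted p = 0.454 with an estimated correlation), along with the higher share of reads given above. In total 2790 genes differed from WT in mESC (1403 higher, 1387 lower) and 1702 at day 2 (598 higher, 1104 lower). These splits depend on the scaling: 673 were higher and 3894 lower in mESC with equal library totals, and 271 higher and 2419 lower at day 2 with upper-quartile scaling. They also depend on the libraries: in mESC 44 were higher and 241 lower without KO+Rescue replicate B, 78 and 220 without WT replicate A, and 1084 and 416 by DESeq2 on only these groups. At day 2 higher genes were in the majority without WT replicate B (1598 higher, 1071 lower) and by DESeq2 on only these groups (1050 and 833). Without WT replicate A, without WT replicate B and without KO+Rescue replicate B the mESC count was 298, 4277 and 285. At day 2 it was 807 and 2669 without WT replicates A and B, and 464 and 474 without KO+Rescue replicates A and B.

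Of the 1455 genes called in KO mESC, 112 (7.70%) were moved back towards WT by a called change, 5 were moved further, and 799 (54.9%) were still called in the KO direction in KO+Rescue. At day 2, 86 of 799 (10.8%) were moved back, 12 were moved further and 476 (59.6%) were still called. A move back could pass beyond WT: 2 genes in mESC and 6 at day 2 were called against WT in the opposite direction. At day 2 these included Trh (log2 -1.10 in KO+Rescue against WT, limma adjusted p = 0.000286) and Nodal (-0.77, adjusted p = 0.00531). Both comparisons share the WT libraries. In simulations in which KO+Rescue equalled KO 72% and 67.6% were still called, of larger sets of 3820 and 2230 called genes. The shares are therefore not directly comparable. These simulations moved back 0.06 genes per repeat by a called change in mESC and 0.02 at day 2. At both stages the share still called rose without WT replicate B or either KO replicate. It fell at both stages without WT replicate A or either KO+Rescue replicate. Such fits leave a group with a single library, so they do not settle the size of this share. Rian was among those moved back at both stages, a call lost without any 1 KO or KO+Rescue library in mESC (adjusted p = 0.0679 to 0.104) and at day 2 (0.0634 to 0.091), and with only the 2 groups in the fit in mESC (0.0742). Eomes, T, Trh and Nodal have their values above. The median percent of the KO change taken back was 27.3% in mESC and 20.3% at day 2, against 9.12% and 10.1% in the same simulations. In mESC 9 genes were moved back without KO replicate A, 20 without KO replicate B, 54 without KO+Rescue replicate A and 16 without KO+Rescue replicate B. Without WT replicate A the share moved back was larger, at 23.9% (110 of 461) in mESC and 17.3% (100 of 577) at day 2. The number still called was 135 without WT replicate A, 2259 without WT replicate B, 372 and 225 without KO replicates A and B, and 186 without KO+Rescue replicate B. The percent taken back was 9.24% without WT replicate B and 44.5% without KO replicate B in mESC, and 6.63% without WT replicate B at day 2. At day 2, 16 genes were moved back without either KO replicate, 22 and 26 without KO+Rescue replicates A and B, and 312, 188, 182, 233 and 239 were still called without WT replicate A, KO replicates A and B, and KO+Rescue replicates A and B.

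**Figure D3:**
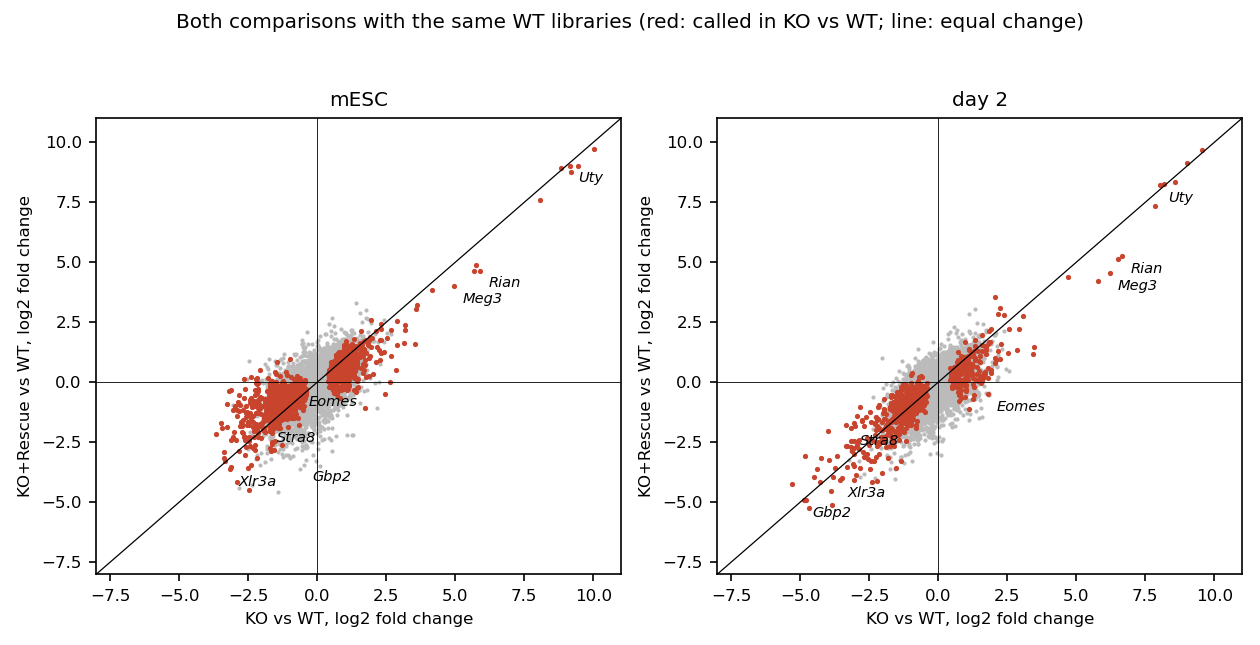
Log2 fold change of KO over WT (horizontal axis) against that of KO+Rescue over WT (vertical axis) for each tested gene, in mESC and at day 2. The changes correlate with r = 0.727 and 0.73, where simulations of unchanged groups that share the same WT libraries gave 0.502 and 0.5.

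The exit from pluripotency took place in all 3 genotypes. In WT cells the naive factors Nanog and Klf4 fell from 34000 to 692 and from 3480 to 56.9 normalised counts (50.5-fold and 59.4-fold; log2 -5.66 ± 0.19 and -5.89 ± 0.20, SE, n = 2, both adjusted p = 3.31e-10), and 20 of 21 naive genes fell, as many as adjusted over the list alone (camera adjusted p = 8.78e-16). The primed factors Otx2 and Pou3f1 rose 17.0-fold and 74.7-fold, as did the de novo DNA methyltransferase gene Dnmt3b (4.79-fold), while Tet2 fell 21.9-fold and Tet3 rose 9.40-fold. Of 22 cholesterol synthesis genes 21 rose, as many as adjusted over the list alone (camera adjusted p = 6.45e-12), with Fdps 4.71-fold and Lss 4.48-fold higher. With an estimated correlation the naive (adjusted p = 0.0131) and the cholesterol synthesis list (adjusted p = 0.0131) stayed called in WT, and both also in KO (0.016 and 0.0252) and KO+Rescue (0.0185 and 0.0338). In KO cells Otx2 rose 15.9-fold, Dnmt3b 6.86-fold and Fgf5, a marker of primed cells, 243-fold, while Esrrb fell 71.4-fold. In KO+Rescue cells Otx2 rose 24.5-fold, Fgf5 183-fold and Dnmt3b 8.32-fold while Nanog fell 72.8-fold. The stage changed 7967 genes in WT (4079 higher, 3888 lower), 9219 in KO (4820 higher, 4399 lower) and 8935 in KO+Rescue (4472 higher, 4463 lower). This near balance depends on the deposited scaling: 4965, 6239 and 6171 were higher and 2379, 2527 and 2496 lower with equal library totals, and 5445, 5972 and 5105 higher and 2452, 2985 and 3594 lower with upper-quartile scaling. The responses correlated across genes with r = 0.915 between WT and KO and between WT and KO+Rescue, and with 0.936 between KO and KO+Rescue.

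The lines differed by chromosome. The 6 tested Y-linked genes summed to 15 and 31 reads in WT mESC and 21 and 28 at day 2, against 7943 to 13848 reads in every KO and KO+Rescue library. Eif2s3y, a Y-linked translation factor gene, was 469-fold higher in KO than WT mESC by mean normalised count (6520 against 13.9) and 508-fold higher in KO+Rescue. Zfy1, at 0 reads in both WT mESC libraries, was at least 320-fold and 259-fold higher against a floor of 3 reads per library. Genes of chromosome 11 were lower in KO, with a median log2 change of -0.26 over 1234 genes in mESC and -0.17 at day 2 (permutation p = 1e-04 at each stage, the smallest possible; adjusted p = 0.00035 and 0.000525). Of these genes 33.4% and 28.0% lay above the median of all genes. The step along this chromosome lay at 6.51 Mb: the 76 genes before it had medians of 0.252 and 0.312 and the 1158 from it on -0.293 and -0.183. The lowering was not even beyond the step: windows from 15 to 30 Mb had medians of 0.221, -0.032 and 0.131 in mESC and 0.031, -0.008 and -0.017 at day 2, and that from 40 to 45 Mb 0.034 and -0.049. On chromosome 16 the 89 genes from 65.5 Mb on were higher in KO, with medians of 0.526 and 0.576 and 88.8% and 95.5% of them above the median of all genes. In KO+Rescue the same 89 genes had medians of 0.164 in mESC (-0.152 with equal library totals, where the median of all genes was -0.381) and 0.273 at day 2, while the 1158 of chromosome 11 had medians of -0.311 and -0.287. Both steps were found in these data, so they were chosen after seeing the data and carry no p-value.

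Over whole chromosomes, 11 of 21 medians were called in mESC and 8 at day 2. These calls rest on the spread over genes, so they do not show that a shift would recur in other cultures. The median of chromosome 16 was 0.087 in mESC and 0.068 at day 2 (adjusted p = 0.00035 and 0.012), and that of X was 0.084 and 0.092 (0.00035 and 0.000525), while with equal library totals, which lower the median of all genes, these were -0.124, -0.04, -0.118 and -0.015 with the same calls. With trends on GC content and length removed, chosen after seeing the data, X was at -0.055 in mESC (adjusted p = 0.683) and 0.033 at day 2 (0.336), so its call and its direction in mESC rest on these trends. In mESC chromosome 16 was at 0.133 without WT replicate B and X at 0.042 without WT replicate A. At day 2 chromosome 16 was at 0.033 without WT replicate A (adjusted p = 0.125), 0.11 without WT replicate B and 0.047 without KO replicate B (0.411), and X at 0.021 without WT replicate A (0.125). Without the genes of Y, chromosome 11 and the distal part of chromosome 16, 1129 genes were called in KO against WT in mESC and 641 at day 2.

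**Figure D4:**
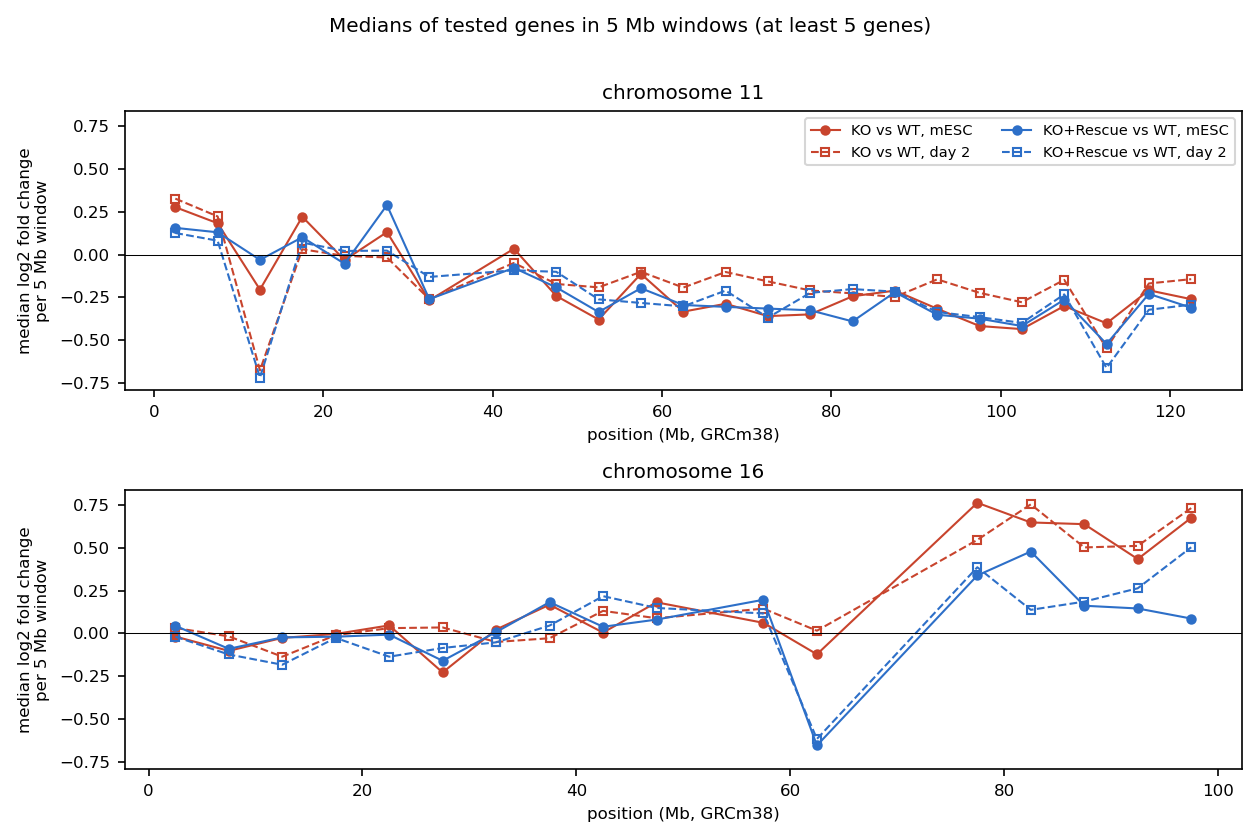
Median log2 fold change over WT in 5 Mb windows (vertical axis) along chromosomes 11 and 16 (horizontal axis, Mb) for KO and KO+Rescue in mESC and at day 2. From 65.5 Mb on chromosome 16 the genes have medians of 0.526 and 0.576 in KO, and from 6.51 Mb on chromosome 11 medians of -0.293 and -0.183.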

Values the study reported

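The study reported that its first 3 principal components of gene expression, computed on z-scores of the most variable genes, held 50.8%, 42.3% and 4.1% of the variance.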

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

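Of the tests below, those of swapped libraries, of reads from X-linked copies, of copy number differences and of a single aberrant library were chosen after the result was seen.

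Genes that differed between KO and WT mostly stayed on the KO side in KO+Rescue cells, whose libraries also share Y-linked reads with KO that WT libraries lack. In simulations, values shared through the WT libraries gave 0.191 of the observed covariance at the stage with the larger share. This is not an upper bound, since the simulated covariance was nearly equal at the stages (0.0545 and 0.0543) while WT replicates differed more than KO replicates. The SD of their log2 difference was 0.556 against 0.495 in mESC and 0.499 against 0.38 at day 2. A swapped library is argued against because the lowest summed Y-linked count of a KO or KO+Rescue library was 309 times the highest of a WT library. Reads of X-linked copies counted on Y genes are argued against by a ratio of Y to X copy counts in WT of 0.00262 of the lowest in the other lines. A loss of PROSER1 that re-expression reverses would take back over 50% of the KO change, but the higher of the 2 stage medians was 27.3%, and no library left out brought it above 44.5%. A difference between the WT and KO lines that predates the rescue may therefore contribute to the KO against WT calls, as may lasting effects of PROSER1 loss or its level above WT in KO+Rescue, and the design holds a single KO line, so these stay open and untested.

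In KO, genes of chromosome 16 from 65.5 Mb on were higher and genes of chromosome 11 from 6.51 Mb on were on balance lower than in WT, though not in every window. Trends on GC content and transcript length are argued against as the whole cause, since after their removal the segment median that moved most kept 0.782 of its size (95% interval over resampled genes 0.698 to 0.844). A copy number difference carried by the KO line before the rescue would leave the segments shifted in KO+Rescue. KO+Rescue at day 2, which shares no library with KO mESC, had 0.979 of the KO mESC median on chromosome 11 (interval 0.84 to 1.11, over genes rather than cultures). A lasting difference between the lines would leave such a shift. The median in KO itself was -0.293 in mESC but -0.183 at day 2, against -0.311 and -0.287 in KO+Rescue. Since the size in KO changed with the stage, this ratio across stages does not decide whether copy number differed. On chromosome 16 KO+Rescue had 0.52 of the KO mESC median at day 2 (0.356 to 0.678) and 0.312 in mESC (0.116 to 0.541). Within day 2 the medians were 0.273 in KO+Rescue and 0.58 in KO. These values leave a difference carried in part of the cells open. The best single steps in KO+Rescue lay elsewhere on chromosome 11, at 29.7 Mb in mESC and 48.9 Mb at day 2. On chromosome 16 the step lay at 35.0 Mb in mESC. At day 2 it lay at 75.6 Mb, with 84 genes from it on against 89 from the KO step at 65.5 Mb, so nearly the same genes. A gain or loss in part of the cells, or regulation of neighbouring genes, could each give such segments and stay open.

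Ribosomal protein transcripts took a larger share of mESC reads in KO and KO+Rescue than in WT, with a list median of 0.51 in KO over WT. KO and KO+Rescue shares overlapped, and the list median of 0.24 in KO+Rescue over KO fell to 0.12 after removal of trends on GC content and length. With equal library totals the medians were 0.30 in KO over WT and 0.13 in KO+Rescue over KO. GC content and transcript length are argued against as the whole cause of the KO over WT difference by the 0.818 of its median that remained after their removal (95% interval over resampled genes 0.583 to 1.03). WT replicate A, the library with the lowest share, is argued against as the sole source, since 0.583 of the median remained without it (interval 0.521 to 0.625 over genes, with a single WT library left). A difference in growth state or in library preparation between cultures could also produce the pattern. It stays open, although the mESC shares of WT and KO did not overlap, since the share was also lower in replicate A than B of each group and the list had an adjusted p of 0.607 with an estimated correlation.

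The effect of the KO differed between mESC and day 2, by a test of the difference itself, for 173 genes. This count was 99, 347, 81 and 48 without WT mESC replicates A and B and KO mESC replicates A and B, and 273, 105, 56 and 60 without the same libraries of day 2. Differences below are the KO over WT log2 change at day 2 minus that in mESC. For Fgf15, a growth factor gene of early neural tissue, it was 3.41 ± 0.45 (SE; -2.31 in mESC and 1.10 at day 2, limma adjusted p = 0.00281). For T it was 2.94 ± 0.37 (-1.64 and 1.30, adjusted p = 0.00186). For the cyclin Ccnd2 it was 2.71 ± 0.30 (-2.69 and 0.02, adjusted p = 0.0018). For the axonal motor gene Kif1a it was 2.61 ± 0.38 (-2.29 and 0.32, adjusted p = 0.00466). For Eomes it was 2.44 ± 0.35 (-0.62 and 1.82, adjusted p = 0.00466). The X-linked gene Asb9 had a difference of -4.87 ± 0.73 (0.03 and -4.84, adjusted p = 0.00545).

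Of 27 interferon genes 3 were lowered more at day 2 and 0 less (6 and 0 adjusted over the list alone; camera adjusted p = 1.59e-05, or adjusted p = 0.159 with an estimated correlation). Differences were -4.36 for Zbp1, -1.39 for Irf1 and, outside the list, -4.12 for Gbp2b (adjusted p = 0.00186, 0.00329 and 0.00329). Dppa3 differed by -2.62 (0.47 in mESC and -2.15 at day 2, adjusted p = 0.0018). The imprinted gene Peg10 differed by -1.77 (adjusted p = 0.00333) and the imprinted gene Grb10 by 1.85 (-2.51 and -0.66, adjusted p = 0.00186). Ngfr, a neurotrophin receptor gene, differed by -2.34 (adjusted p = 0.00286). Chac1 differed by 1.91 (adjusted p = 0.00186) and Thy1 by 2.04 (adjusted p = 0.00329). Pax6 differed by 2.26 (-0.78 in mESC and 1.48 at day 2, adjusted p = 0.0311), a call that was lost without WT mESC replicate B (0.0533), KO mESC replicate A (0.0816) or B (0.121), WT day 2 replicate B (0.0922) and KO day 2 replicate A (0.0699) or B (0.188), with only these groups in the fit (0.0648) and with no filter (0.0935).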

How the results depend on the processing

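Alternatives with the GC content and length trends removed, without WT mESC replicate A and KO+Rescue mESC replicate B together, without the genes of Y, chromosome 11 and distal chromosome 16, and from the change points on were chosen after seeing the data. The cause was not tested for any change below unless given. With 2 libraries per group, leaving 1 out leaves a lone sample assumed to vary like the other groups, and fits of only the groups compared have 2 residual degrees of freedom (4 for the interaction). The list of mitochondrial transcripts has no GC content or length values, so 27 lists were tested with these trends removed. Proser1 was not counted among the named gene results here, so its call in KO mESC without WT replicate B is not in this tally. Its range is given below. Among the 229 results counted, 206 kept their direction and their side of the threshold under every alternative. Of 4085 single values 4018 did so, while 54 lost and 13 gained a call and 0 reversed. For KO+Rescue against KO in mESC 0 of 10 named genes held throughout, with 23 of 180 values losing the call. Of 93 called lists 6 held with an estimated correlation, 69 with fry, 88 with equal totals, 88 with the replicate block and 77 of 87 with the trends removed. The median chi-square between replicates was 5.5 to 33.7 times that of counting noise, so the spread between libraries rather than depth set the limit for well-covered genes. Genes with a mean under 10 were not tested.

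Leaving out single libraries gave 392 to 3225 (mESC) and 246 to 711 (day 2) genes for KO against WT, 22 to 170 and 32 to 61 for KO+Rescue against KO, and 285 to 4277 and 464 to 2669 for KO+Rescue against WT. For the stage it gave 6347 to 7871 in WT, 7027 to 7794 in KO and 6976 to 8100 in KO+Rescue, and for the interaction 48 to 347. Proser1 ranged from -0.72 to -0.03 and from 0.21 to 0.50 for KO against WT, from 2.36 to 2.56 and from 1.5 to 1.79 for KO+Rescue against KO, and from 1.73 to 2.42 and from 1.86 to 2.14 for KO+Rescue against WT. Genes moved back numbered 9 to 144 and 16 to 100, those still called 135 to 2259 and 182 to 531, and the percent taken back was 9.24 to 44.5 and 6.63 to 20.9. The correlation of KO changes between stages ran from 0.318 to 0.505. Chromosomes called ran from 10 to 12 and from 5 to 10, the median of chromosome 11 from -0.321 to -0.202 and from -0.191 to -0.139, that of chromosome 16 from 0.062 to 0.133 and from 0.033 to 0.11, and that of X from 0.042 to 0.086 and from 0.021 to 0.116.

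With no filter the count was 950 for KO against WT in mESC, 161 for KO+Rescue against KO at day 2, 1534 for KO+Rescue against WT in mESC and 105 for the interaction. With only the groups compared it was 181 and 426 for KO against WT, 1 and 2348 for KO+Rescue against KO, 347 and 694 for KO+Rescue against WT, and 68 for the interaction. The A minus B differences correlated from -0.05 to 0.41 over 15 pairs of groups and exceeded 0.1 in 6, among them the 3 pairs of mESC groups (0.17, 0.17 and 0.12) and WT day 2 with WT, KO+Rescue and KO mESC (0.41, 0.23 and 0.15), so pairing by letter was not taken as given but is not excluded for these groups. With the replicate letter as a block the count was 3657 and 1619, 584 and 1183, 4647 and 3568, and 500 in the same order, with 1771 higher and 1886 lower for KO against WT in mESC, where Rps3 was then called (adjusted p = 0.0164), and 700 and 919 at day 2. DESeq2 on all libraries gave 1428 for KO against WT at day 2, 386 and 742 for KO+Rescue against KO, and 490 for the interaction. DESeq2 on only the groups compared gave 2971 for KO+Rescue against KO at day 2, 1500 for KO+Rescue against WT in mESC and 335 for the interaction. With the GC content and length trends removed the counts were 2213 and 1426, 470 and 822, 2838 for KO+Rescue against WT at day 2, and 381 for the interaction. Without WT mESC replicate A and KO+Rescue mESC replicate B together the mESC counts were 553, 152 and 166, and the interaction had 101. An absolute log2 fold change of at least 1 left 653 and 417, 149 and 126, 1000 and 680, and 4448, 5165 and 5060 for the stage in WT, KO and KO+Rescue, fewer by construction. Equal totals gave 176 for KO+Rescue against KO at day 2, 4567 for KO+Rescue against WT in mESC and 99 for the interaction. Upper-quartile scaling gave 708 for KO+Rescue against KO and 2690 for KO+Rescue against WT at day 2.

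With an estimated correlation the lists called were 0 in each genotype contrast and the interaction and 2 for the stage in each genotype. Fry called 10 for KO against WT in mESC, 3 and 3 for KO+Rescue against KO, 16 for KO+Rescue against WT in mESC, 25, 21 and 21 for the stage and 8 for the interaction. With the trends removed 4 were called for KO+Rescue against KO at day 2. DESeq2 moved back 190 and 209 genes with 1215 and 782 still called, and removal of the trends gave 240 and 220 with 1279 and 833. The correlation of KO changes was 0.555 for genes with a mean of at least 50 and 0.395 over the 5541 genes left without the 13 shifted chromosomes. Chromosomes called were 7 in mESC with the trends removed and 5 at day 2 with a mean of at least 50, where chromosome 16 was at 0.061 (adjusted p = 0.0758). From its change point on chromosome 16 was at 0.526 and 0.576. The median of X reversed to -0.055 in mESC with the trends removed (adjusted p = 0.683) and was 0.033 at day 2 (adjusted p = 0.336). Over all tested genes, centred only, the components held 76.7%, 8.61% and 3.22%.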

Other observations

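Genes of other lineages and of imprinted clusters also moved in KO cells. Of 33 tested imprinted genes 8 rose and 9 fell in mESC (9 and 11 adjusted over the list alone; limma, n = 2) and 5 rose and 5 fell at day 2 (8 and 9), and camera did not call the list (adjusted p = 0.739 and 0.616). Nnat, which is expressed from the paternal copy, fell 2.54-fold at day 2 (log2 -1.35 ± 0.14, SE, adjusted p = 7.33e-05), and Peg10, a retrotransposon-derived gene needed in the placenta, fell 2.73-fold (-1.45 ± 0.17, adjusted p = 0.000297). Phlda2, which restrains placental growth, fell 2.69-fold in mESC (adjusted p = 0.000433) and 2.77-fold at day 2 (adjusted p = 0.000294). Of 15 trophoblast genes 2 rose and 2 fell in mESC, as many as adjusted over the list alone, and 0 rose and 4 fell at day 2 (2 and 5 adjusted over the list alone; camera adjusted p = 0.451 and 0.166).

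Targets of canonical Wnt signalling showed single strong changes without a call for the list. Of 15 tested 3 fell in mESC (1 rose and 3 fell adjusted over the list alone; camera adjusted p = 0.19) and 3 fell and 1 rose at day 2 (3 and 2; adjusted p = 0.103). The Wnt effector Tcf7 fell 2.10-fold in mESC (log2 -1.07 ± 0.14, SE, adjusted p = 0.000647), and Notum, which inactivates Wnt ligands, fell from 63.8 to 15.3 at day 2 (SE on the log2 scale 0.30, adjusted p = 0.00171). The neurotrophin receptor gene Ngfr of the neural crest list fell 8.22-fold at day 2 (-3.04 ± 0.22, adjusted p = 3.96e-06), while the list had 1 of 12 genes called, as many as adjusted over the list alone (camera adjusted p = 0.352). Among 8 components of TET complexes 0 changed in mESC and 2 rose at day 2, as many as adjusted over the list alone (camera adjusted p = 0.594 and 0.0816). At an unadjusted p under 0.05, 4446 of all tested genes differed between KO and WT in mESC and 2827 at day 2.

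The methods state that reads on chromosome Y were removed, yet KO and KO+Rescue libraries held 7943 to 13848 reads on 6 Y-linked genes, between 13.8% and 22.2% of the counts of their X-linked copies. In WT libraries the same share lay between 0.0159% and 0.0362%.

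The first and second principal components here held 81.4% and 6.03% of the variance. The first is higher and the second lower than the values quoted from the study above.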
